# Systemic GLP-1R agonist treatment reverses mouse glial and neurovascular cell transcriptomic aging signatures in a genome-wide manner

**DOI:** 10.1038/s42003-021-02208-9

**Published:** 2021-06-02

**Authors:** Zhongqi Li, Xinyi Chen, Joaquim S. L. Vong, Lei Zhao, Junzhe Huang, Leo Y. C. Yan, Bonaventure Ip, Yun Kwok Wing, Hei-Ming Lai, Vincent C. T. Mok, Ho Ko

**Keywords:** Cognitive ageing, Alzheimer's disease, Microglia, Parkinson's disease, Astrocyte

## Abstract

Pharmacological reversal of brain aging is a long-sought yet challenging strategy for the prevention and treatment of age-related neurodegeneration, due to the diverse cell types and complex cellular pathways impacted by the aging process. Here, we report the genome-wide reversal of transcriptomic aging signatures in multiple major brain cell types, including glial and mural cells, by systemic glucagon-like peptide-1 receptor (GLP-1R) agonist (GLP-1RA) treatment. The age-related expression changes reversed by GLP-1RA encompass both shared and cell type-specific functional pathways that are implicated in aging and neurodegeneration. Concomitantly, Alzheimer’s disease (AD)-associated transcriptomic signature in microglia that arises from aging is reduced. These results show the feasibility of reversing brain aging by pharmacological means, provide mechanistic insights into the neurological benefits of GLP-1RAs, and imply that GLP-1R agonism may be a generally applicable pharmacological intervention for patients at risk of age-related neurodegeneration.

## Abstract (web summary)

Li, Chen, Vong, Zhao et al. show that glucagon-like peptide-1 receptor agonist reverses transcriptomic aging signatures in mouse glial and neurovascular cells. This study suggests that glucagon-like peptide-1 receptor agonists may be considered as a therapeutic option for patients at risk of age-related neurodegeneration.

## Introduction

Aging has long been considered irreversible. Nearly all cellular processes are implicated in or impacted by aging, ranging from metabolism, stress response, immune responses, cellular senescence, to gene expression, and genomic stability^1^. These complex molecular changes presumably lead to an alteration of cellular states and compositions in body organs^1,2^, manifesting as age-related functional decline. Given the complexity of biological changes involved and a lack of easily targetable sets of driving pathways, anti-aging pharmacotherapy is considered highly challenging. However, it remains an attractive pursuit for tackling age-related disorders, such as neurodegeneration for which aging is the strongest risk factor. Slowing down or even reversing transcriptomic and functional alterations in the aging brain may provide a strategy for the primary prevention and even the treatment of neurodegenerative diseases.

Glucagon-like peptide-1 (GLP-1) is a peptide hormone produced peripherally by the intestinal L-cells for potentiating glucose-dependent insulin release, and centrally in the brain by preproglucagon neurons in the nucleus tractus solitarii^3^. In the past decade, multiple pharmacokinetically optimized GLP-1 receptor (GLP-1R) agonists (GLP-1RAs) have been approved for the clinical treatment of diabetes mellitus. Remarkably, recent clinical studies provided compelling evidence that GLP-1RAs exhibit neuroprotective effects beyond that conferred by glycemic control, reducing the incidences of cognitive decline and Parkinson’s disease (PD) in diabetic patients^4,5^. Additionally, GLP-1RAs may slow the progression of established Alzheimer’s disease (AD) and PD in non-diabetic patients^6,7^. Mechanistically, apart from alleviating neuroinflammation in animal models of neurodegeneration^8,9^, we recently demonstrated that exenatide (a GLP-1RA) treatment partially reverses age-related transcriptomic changes in brain endothelial cells (ECs) and reduces nonspecific blood-brain barrier (BBB) leakage^10^. How GLP-1RA treatment impacts glial and other neurovascular cell types, whose age-related expression changes also play crucial roles in brain aging and degeneration, remained unclear.

## Results and discussion

### Systemic GLP-1RA treatment reverses aging-associated transcriptomic changes in diverse mouse brain cell types

We hypothesized that GLP-1RAs may be potent anti-aging therapeutics that impact diverse brain cell types. We thus performed single-cell transcriptomic profiling experiments in young adult (2–3 months old (m.o.)), aged (18–20 m.o.) and exenatide-treated aged (18–20 m.o. with prior daily intraperitoneal injection for ~1 month, see “Methods” section) C57BL/6 mice (Fig. 1a, b and Supplementary Fig. 1), to examine the genome-wide expression changes in glial and neurovascular cells in aging, and their modulation by GLP-1R agonism. 

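Cells dissociated from the brains of 3 young adult, 3 aged and 3 exenatide-treated aged mice were sequenced with the 10x Chromium 3′ chemistry, in which each captured transcript is counted once by its unique molecular identifier (UMI). Exenatide, a GLP-1R agonist, was injected at 5 nmol/kg per day for 4 to 5 weeks. The deposited files give each cell 1 label for its group, here called its library, and neither its mouse nor its 10x channel. Each condition is therefore 1 sample of 3 pooled mice and there are no replicates. For this reason no p-value is given for a difference between groups, and every interval is a 95% interval that covers counting error only. The authors' matrix holds raw UMI counts of 25851 young adult, 26027 aged and 18468 exenatide-treated aged cells. The median depth was 4892 UMIs per cell in the young adult group, 4140 in the aged group and 5304 in the exenatide-treated aged group. Cell types were taken from the authors' annotation. The lnFC of a gene in a cell type is the natural log of its mean count, with every cell scaled to 4722 UMIs and 1 added to the mean, in one group minus the same in the other. Adding 1 draws the lnFC of genes with low counts toward 0, so levels in CPM (the share of all UMIs of a type and group, scaled to 1e+06) and their ratios are given beside it, with exact conditional binomial intervals. A gene was taken as detected in a type when at least 10% of its cells in at least 1 group held a UMI of it, and as different when its lnFC was at least 0.1 in size in either comparison. Gene positions are those of the GENCODE annotation of mm10 (GRCm38).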

We calculated significant differentially expressed genes (DEGs) (defined as those with false discovery rate (FDR)-adjusted *P*-value < 0.05) for each cell type, to analyse their patterns of expression changes in aging and the effects of exenatide treatment. We obtained DEGs with similar magnitudes of change as previous studies^1,2^, which were generally not large (Fig. 1c), likely due to comparisons being made between normal aging and young adulthood. 

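Single genes of immune recognition, lipid transport and the circadian clock were among those with the largest age-related differences. In MAC, Cd209a, which encodes a pathogen-binding lectin, had an lnFC of 1.22 between the aged and the young adult group. In MG, the lnFC was 1.02 for Apoe, the lipid carrier apolipoprotein E, and 0.99 for Lyz2, which encodes a lysozyme. The higher Apoe did not hold with each of the authors' clusters at equal shares in the groups, as given below. Dbp, a transcription factor driven by the circadian clock, was lower in the aged group, with an lnFC of -1.24 in PC, -0.95 in EC and -0.91 in SMC. Most genes differed far less. The median absolute lnFC over the detected genes was 0.0167 in AC, 0.0272 in MG and 0.0350 in PC, and the 95th percentile was 0.0963 in AC, 0.169 in MG and 0.168 in PC. Between the exenatide-treated and the untreated aged group the 95th percentile was 0.109 in AC, 0.0882 in MG and 0.127 in PC.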

At 18–20 m.o., however, these expression changes already have age-related functional change correlates in the C57BL/6 mice, including those that impact cognitive^11–14^, glial (recently reviewed by ref. ^15^), and neurovascular functions^10,16^.

**Fig. 1:**
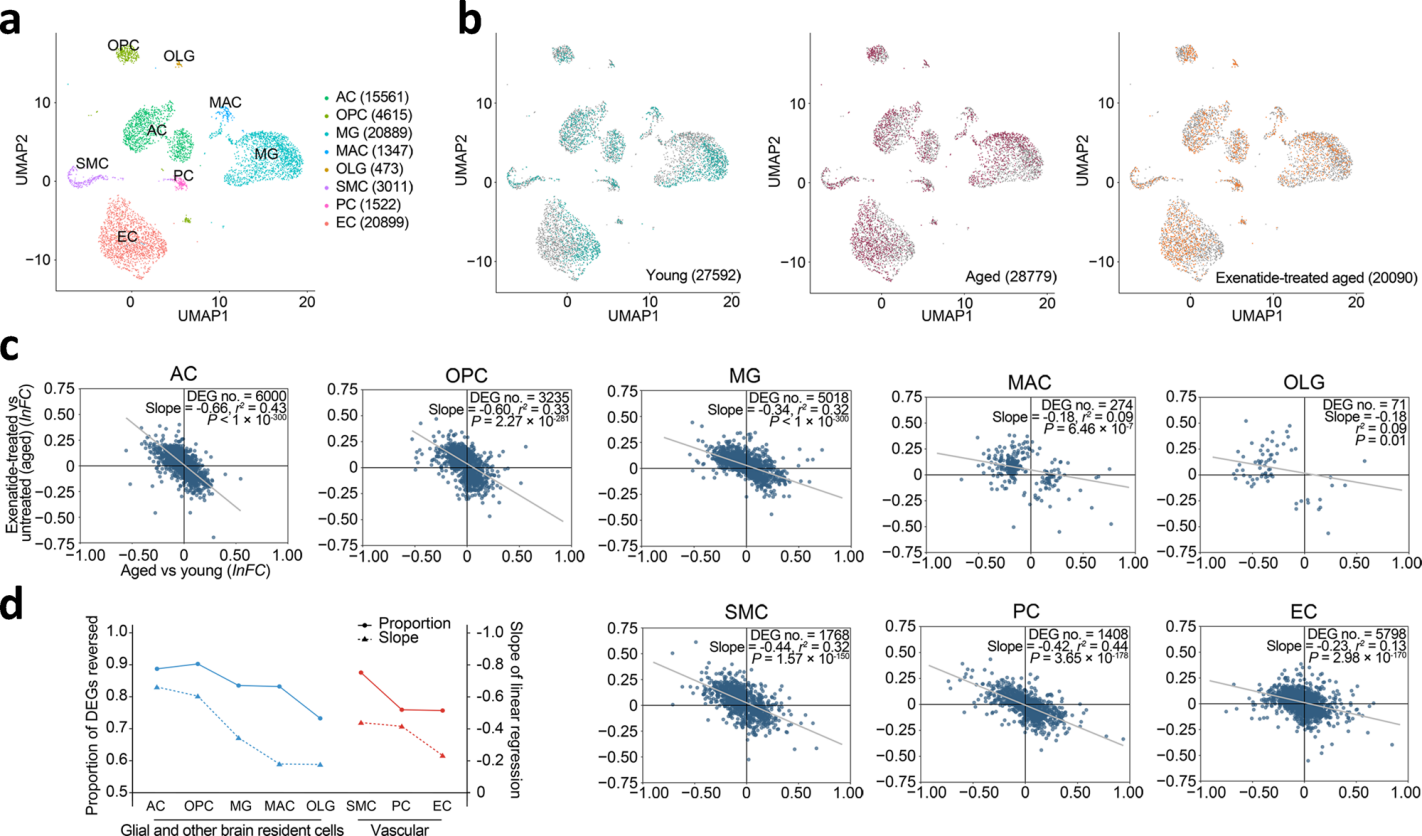
Reversal of glial and neurovascular cell transcriptomic aging signatures by GLP-1RA treatment. **a** UMAP visualization of the major cell type clusters identified and analysed. Numbers in brackets: cell numbers for the respective cell types. AC astrocyte, OPC oligodendrocyte precursor cell, MG microglia, MAC perivascular macrophage, OLG oligodendrocyte, SMC smooth muscle cell, PC pericyte, EC endothelial cell. **b** UMAP visualization of the single-cell transcriptomes from young adult, aged, and GLP-1RA (exenatide)-treated aged mouse brains. For each plot, colored dots highlight cells from the respective labeled group, while gray dots are cells from the other groups. Numbers in brackets: cell numbers for the respective groups in the dataset (*n* = 3 animals for each group). For clarity, 6000 cells were subsampled for visualization in each plot in **a** and **b**. **c** Age-related expression changes (*x*-axis) plotted against post-exenatide treatment expression changes (*y*-axis) in glial (AC, OPC, MG, and OLG), vascular (EC, PC, and SMC) cell types, and MAC. Each dot represents one differentially expressed gene (DEG). *lnFC*: natural log of fold change. Gray lines: lines of best fit by linear regression. **d** Proportions of DEGs reversed and the slopes of lines of best fit by linear regression shown in **c** in the different cell types. See Supplementary Data 1 for source data underlying (**c**).

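In EC, single genes of stress, cell adhesion and nutrient transport moved in opposite directions in the age-stratified and the treatment-stratified comparison. Cdkn1a, which encodes the cell cycle inhibitor p21, stood at 482 CPM in the young adult, 1452 in the aged and 869 in the exenatide-treated aged group. Vcam1, an adhesion molecule that binds leukocytes, stood at 71.5, 184 and 86.7 CPM. Slc2a1, the glucose transporter of the BBB, was 0.651-fold as high in the aged as in the young adult group (0.646 to 0.656) and stood at 2353 CPM in the aged and 2838 CPM in the exenatide-treated aged group. Sparc, a matrix protein, was 0.420-fold as high in the aged group (0.415 to 0.425) and 0.924-fold again after exenatide (0.911 to 0.937), so its lower level was not opposed. Immediate early genes, which stress and tissue dissociation induce, were higher in both comparisons, with median lnFC of 0.17 and 0.10 over a list fixed in advance. Of 720 genes past the size rule, 73.2% had lnFC of opposite signs. Both comparisons contain the aged cells, so chance alone makes opposite signs more frequent. With the aged cells divided at random into 2 sets, one for each comparison, which also leaves fewer aged cells to each, the share was 71.9%. Dealing each gene's 3 group values, set against their median, at random to the 3 groups gave 76.2% on average over 100 deals. Their range from 72.3% to 78.8% holds the observed share. At equal depth the share of 71.7% lay below deals made from those values (72.9% or more). The same held with pooled counts (70.2%), a scale of 10000 (71.9%) and size rules of 0.05 (70.3%) and 0.25 (70.7%). It also held without markers of other types (73.35%), without clusters led by other types (69.9%) and, barely, with the length trend removed (71.66% against 71.68% or more). In the other settings the share lay within the deals. The deals set the 3 groups equally far apart, whereas the root mean square lnFC in EC was 0.0684 with age and 0.0437 after exenatide. They are therefore no measure of aging without a treatment effect, and a share or slope within or short of them is not evidence against such an effect. Counting error alone, simulated in unchanged groups, put 0 genes past the size rule and gave a covariance between the 2 comparisons of -2.13e-05 over all detected genes, against an observed covariance of -0.000998. The authors' cluster 0 held 61.7% of the young adult, 12.8% of the aged and 14.9% of the exenatide-treated aged EC, so EC were compared as a whole. In the same order, cluster 6 held 7.17%, 25.1% and 33.3% and cluster 7 held 8.28%, 30.3% and 24.5%. Clusters 6 and 7 both have Hspa1a, Apold1 and Cdkn1a among their leading genes.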

In line with our previous report^10^, the aging-associated transcriptomic changes in brain ECs were partially reversed by exenatide treatment (Fig. 1c, d). Strikingly, the transcriptomic reversal effect of the GLP-1RA was even more profound in other brain cell types (Fig. 1c, d). These included multiple glial (Fig. 1c, d, AC: astrocyte; OPC: oligodendrocyte precursor cell; MG: microglia) and mural (Fig. 1c, d, SMC: smooth muscle cell; PC: pericyte) cell types. This phenomenon was also observed, although weaker, in oligodendrocyte (OLG) and perivascular macrophage (MAC) (Fig. 1c, d). 

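In AC, genes with opposed differences included Id4, a regulator of astrocyte differentiation, and Aqp4, the water channel of astrocyte endfeet. Id4 stood at 688 CPM in the young adult, 434 in the aged and 652 in the exenatide-treated aged group, and Aqp4 at 1085, 807 and 1021 CPM. Dbi, which encodes an acyl-CoA-binding protein, went the other way, at 2360, 3115 and 2260 CPM. In OPC, Olig2, a transcription factor of the oligodendrocyte lineage, was 0.769-fold as high in the aged group (0.745 to 0.793) and stood at 716 CPM in the aged and 1104 CPM in the treated group, and Basp1, a membrane protein of growing processes, was 0.541-fold (0.516 to 0.567) and 1.74-fold as high (1.67 to 1.82). In MG, Basp1 was 0.503-fold (0.493 to 0.513) and 1.68-fold as high (1.65 to 1.72), and the integrin Itgb5 was 0.595-fold (0.584 to 0.605) and 1.55-fold as high (1.52 to 1.58). Opposite signs were found for 83.8% of 581 genes in AC, 81.8% of 655 in OPC and 82.3% of 719 in MG. With the aged cells divided between the comparisons the shares were 84.1%, 78.8% and 82.3%. Randomly dealt group values gave up to 82.9% in AC, 82.9% in OPC and 78.1% in MG. With the trend of lnFC with transcript length removed the shares were 81.3% in AC, 78.6% in OPC and 76.4% in MG. Deals made anew from those values reached 83.9%, 83.1% and 79.03%. The MG share also lay within its deals with a size rule of 0.25 (83.9%). It did so too with each of the authors' clusters at equal shares in the groups (78.6%, deals up to 82.3%). Among the cells annotated as OPC, the authors' cluster 27 (632 cells) was led by Dcn, Lum and Slc6a13, which are fibroblast markers, and cluster 49 (89 cells) by Ttr, Folr1 and Kcnj13, which are markers of the choroid plexus. Leaving out both clusters gave 81.2% in OPC.

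**Figure D1:**
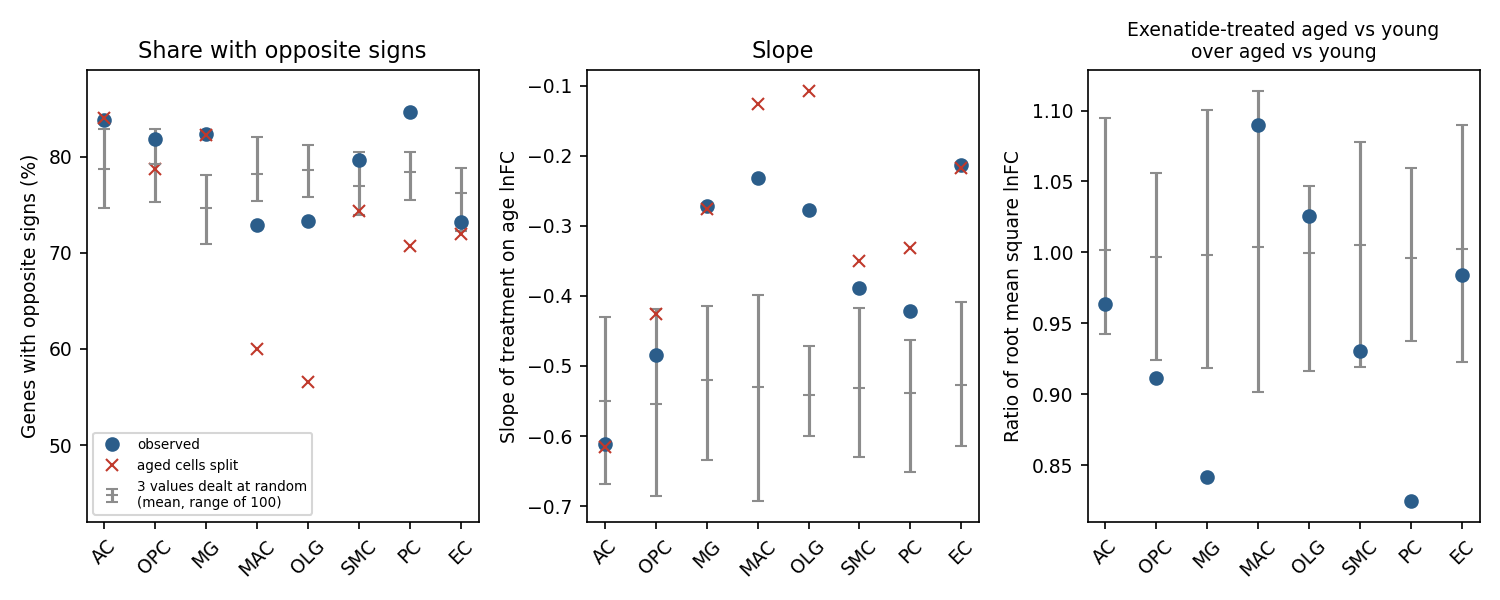
Observed values (circles) by cell type for the share of genes with opposite signs in percent, the slope of the treatment lnFC on the age lnFC and the ratio of root mean square lnFC. Crosses are values with the aged cells split between the comparisons, and gray bars give the mean and range of 100 random deals of each gene's 3 group values. The observed shares of AC, MG and PC lie above their gray bars and those of MAC and OLG below, and the ratios of OPC, MG and PC lie below theirs.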

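In SMC, Wtip, an adaptor protein of cell junctions, was 0.398-fold as high in the aged as in the young adult group (0.375 to 0.422) and 1.92-fold as high after exenatide as in the aged group (1.80 to 2.05). The stress-induced transcription factor Cebpb was 0.458-fold (0.423 to 0.495) and 2.64-fold as high (2.44 to 2.86). In PC, the opposed genes included the clock-driven factors Dbp, at 927, 115 and 567 CPM, and Hlf, at 316, 76.7 and 212 CPM. The immediate early gene Fos, which tissue dissociation also induces, stood at 188, 889 and 543 CPM in PC. Carmn, a long noncoding RNA of mural cells, was 0.687-fold (0.622 to 0.758) and 1.71-fold as high in PC (1.55 to 1.90). Signs were opposite for 79.6% of 707 genes in SMC and 84.6% of 1008 genes in PC. After the division of the aged cells the shares were 74.3% and 70.7%, and random deals reached 80.5% in SMC and 80.5% in PC. Simulated unchanged groups put 0 genes past the size rule in SMC and 52 in PC, where the aged group holds 369 cells. From the opposite directions of change, the paper concludes that exenatide reverses age-related transcriptomic changes in these glial and mural cell types, more so than in EC.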

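In MAC, Wfdc17, a secreted regulator of macrophage activation, stood at 940 CPM in the young adult, 2544 in the aged and 1438 in the exenatide-treated aged group, and the chemokine Ccl8 at 350, 910 and 477 CPM. Cd209a, at 19.9, 530 and 554 CPM, and Lyve1, a hyaluronan receptor of perivascular macrophages, at 662, 289 and 260 CPM, were not moved back. In the cells annotated as OLG, Ptgds, a prostaglandin D2 synthase of glia and meninges, stood at 5414, 13021 and 7513 CPM, and Cebpb at 216, 62.9 and 212 CPM. Myelin transcripts were scarce in these 473 cells, with Mbp at 4.59 CPM and a count of 0 for Mog, against 32.1 CPM of Mbp in OPC. Cldn11, a tight junction gene of myelin that other barrier cells also express, was at 363 CPM. Their leading genes were Nov, Igfbp6, Rspo3 and Slc47a1, and Slc47a1, a cation transporter, reached 662 CPM against 1.62 CPM in OPC. Oligodendrocyte markers had a median of 8.57 CPM in OLG cluster 36, and 0 were among its 10 leading genes. OLG therefore names the annotation throughout, and values given for OLG are not read as those of oligodendrocytes. Signs were opposite for 72.9% of 667 genes in MAC and 73.3% of 1109 genes in OLG. Both lay below all random deals of the group values, which gave 75.4% or more in MAC and 75.8% or more in OLG. As the deals set the groups equally far apart, this does not place the shares below those of aging without a treatment effect. In MAC, shares lay within the deals made for their setting at equal depth (76.5%) and with a size rule of 0.05 (74.0%). They also did so with detection in 25% of cells (74.1%) and without markers of other types (74.1%). In OLG this held with pooled counts (69.2%). Dividing the aged cells, of which there were 430 MAC and 174 OLG, took the shares to 60.0% and 56.5%, with more noise in each comparison from the fewer aged cells. Simulated unchanged groups put 10 genes past the size rule in MAC and 181 in OLG, where 92.8% of them had opposite signs.

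**Figure D2:**
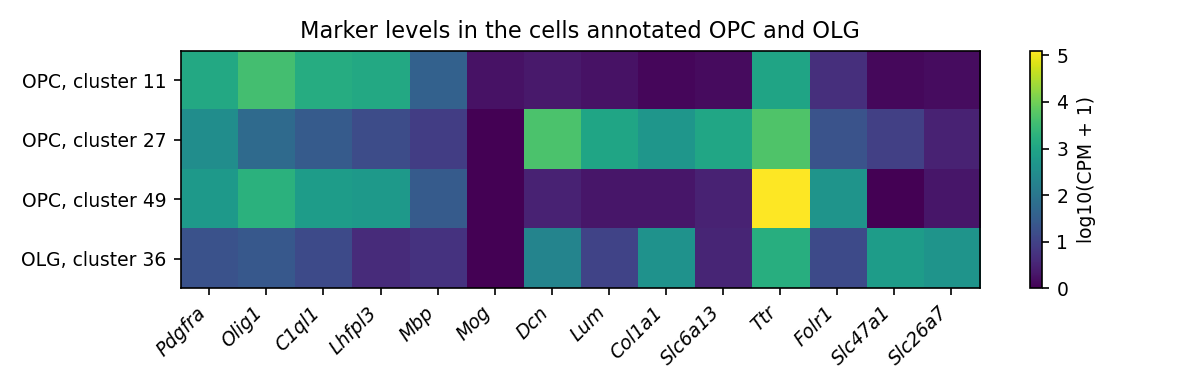
Levels of marker genes, as log10 of CPM plus 1, in the authors' clusters of the cells annotated as OPC and OLG, over all 3 groups. The myelin genes Mbp and Mog are low in OLG cluster 36, and fibroblast genes (Dcn and Lum) are high in OPC cluster 27.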

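Over the genes past the size rule, the least squares slope of the treatment lnFC on the age lnFC was -0.61 in AC, -0.48 in OPC and -0.27 in MG. In AC, Slc4a4, a bicarbonate cotransporter, lay close to a full return, with lnFC of -0.25 and 0.22. In MG, Fcrls, a homeostatic receptor gene, had lnFC of -0.51 and 0.08. OLG had a slope of -0.28, which became -0.11 with the aged cells divided between the comparisons. The same division gave -0.62 in AC, -0.43 in OPC and -0.28 in MG. Dealt group values had mean slopes of -0.55 in AC, -0.55 in OPC and -0.52 in MG, with a range from -0.63 to -0.41 in MG. Without clusters 27 and 49 the slope in OPC was -0.51.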

Overall, the reversal effect on glial cell age-related transcriptomic changes appeared to be the most prominent in AC and OPC, followed by MG (Fig. 1d). Among vascular cells, the effects were stronger in SMC and PC compared with that in EC (Fig. 1d). 

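The slope was -0.39 in SMC, -0.42 in PC and -0.21 in EC. Opposed genes of mural cells included Csrp2, a muscle LIM protein that was 1.52-fold as high in the aged SMC (1.46 to 1.58) and 0.686-fold as high after exenatide (0.658 to 0.716), and Cst3, a protease inhibitor that was 1.39-fold (1.35 to 1.44) and 0.673-fold as high in PC (0.650 to 0.697). In EC, Rgcc, a regulator of the cell cycle, was 0.463-fold as high in the aged group (0.456 to 0.471) and 0.923-fold as high after exenatide (0.905 to 0.941). With the aged cells divided the slopes were -0.35 in SMC, -0.33 in PC and -0.22 in EC. The undivided slopes were shallower than all dealt values, of which the shallowest was -0.42 in SMC, -0.46 in PC and -0.41 in EC. The PC slope lay within deals made anew at equal depth (-0.52), with pooled counts (-0.48) and with a size rule of 0.05 (-0.44).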

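How near each cell type came to the young adult group was measured over all detected genes as the root mean square lnFC of the exenatide-treated aged group against the young adult group, divided by that of the untreated aged group. The ratio was 0.825 in PC, 0.842 in MG, 0.911 in OPC, 0.930 in SMC, 0.963 in AC, 0.984 in EC, 1.03 in OLG and 1.09 in MAC. A value of 1 means that both aged groups were equally far from the young adult group. Dealt group values gave ratios down to 0.938 in PC, 0.918 in MG, 0.924 in OPC and 0.919 in SMC. Among single genes, Ly86, a coreceptor of innate immunity, stood in MG at 1438 CPM in the young adult and 1436 CPM in the exenatide-treated aged group, whereas Crlf2, a cytokine receptor, stood at 57.4 and 312 CPM. In MAC, Hbb-bs, the hemoglobin gene of red blood cells, was at 14.2 CPM in the young adult and 497 CPM in the exenatide-treated aged group. Genes at least 0.1 in lnFC from the young adult group numbered 654 in the aged and 450 in the treated MG, 753 and 566 in PC, 331 and 264 in AC, 572 and 559 in EC, 775 and 779 in OLG, and 428 and 510 in MAC. These counts rest on size and not on a test.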

Further supporting the aging reversal effects, in seven out of the eight cell types analyzed (i.e., all except OLG), the number of significant DEGs for exenatide-treated aged vs. young adult group comparison was much smaller than that for untreated aged vs. young adult group comparison (Supplementary Fig. 2).

### Functional associations of the aging reversal effects at the transcriptomic level

We next asked if the expression changes reversed by GLP-1RA treatment were functionally relevant, and which cellular pathways may be affected. Pathway enrichment analysis for each cell type on their most prominent reversed DEGs highlighted the amelioration of age-related expression changes involved in extensive cellular functions (Fig. 2a). In most cell types, these included genes mediating glucose/energy, lipid, and protein metabolic processes (Fig. 2a), as well as transcriptional and translational regulation (Fig. 2a). 

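After exenatide, nuclear-encoded transcripts of the respiratory chain were lower in all 8 cell types and those of ribosomal proteins in 6, without MAC and OLG. The mitochondrially encoded genes of the chain went both ways, since mt-Co3, mt-Nd2 and mt-Nd3 were higher by an lnFC of at least 0.25 in all 8 types and mt-Nd4l was lower by at least 0.43. The median lnFC of the nuclear-encoded respiratory chain genes after treatment was -0.12 in AC and OPC. In the other 6 types it lay between -0.06 and -0.09. Each median lay at percentile 0.0 of 10000 random lists matched on expression in that type. In the aged group the same list was higher in AC, OPC and MG, with medians of 0.05, 0.07 and 0.06, and between -0.02 and 0.02 in the other 5 types. Cox8a, a subunit of cytochrome c oxidase, had lnFC of 0.13 and -0.29 in AC and 0.26 and -0.20 in MG. Ribosomal proteins had median lnFC of 0.24 in MG and 0.21 in PC with age and of -0.08 and -0.07 after treatment. With each of the authors' clusters at equal shares in the groups, ribosomal proteins in MG had medians of 0.09 and -0.04. In OPC and OLG they were not higher with age (0.007 and -0.009, not past the rule for lists), so the -0.10 after treatment in OPC opposes no difference with age, and in MAC and OLG the medians after treatment, -0.01 and -0.05, lay at percentiles 16.4 and 4.53 of the random lists. The members did not move as one, since Rps15 had a treatment lnFC of 0.31 and Rpl41 one of -0.27 in EC. Glycolysis genes were higher with age in MG, OPC, MAC and SMC (median lnFC 0.06, 0.04, 0.05 and 0.05). After treatment their medians were -0.0003, -0.02, -0.03 and -0.003 in these types, of which MAC alone was past the rule for lists, and 0.05 in OLG. With equal cluster shares the glycolysis median with age in MG was 0.006, below the 0.03 that the rule for lists asks for. Median lnFC of cholesterol and lipid synthesis genes stayed between -0.03 and 0.03 with age and between -0.04 and 0.02 after treatment, and the list was past the rule in PC with age (0.03) and in AC after treatment (-0.04, with 18 of 23 genes lower). Proteasome genes, which serve protein turnover, had medians after treatment between -0.04 and -0.01 in all 8 types. Hspa5, a chaperone of the endoplasmic reticulum, was higher after treatment in OPC, with an lnFC of 0.28, and in OLG, with 0.25. Short transcripts tended to be lower after treatment and, less evenly over the types, higher with age. The Spearman correlation of lnFC with transcript length, across genes that are not independent replicates, was -0.37 and 0.54 in AC, -0.43 and 0.39 in MG and of opposite signs in all 8 types, though with age it was only -0.05 in EC and -0.04 in OLG. With the length trend of genes outside the shared classes removed, the medians after treatment stayed below 0 in all 8 types for the nuclear-encoded respiratory chain (from -0.10 in AC to -0.04 in MG) and in all but MAC (0.01) for ribosomal proteins.

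**Figure D3:**
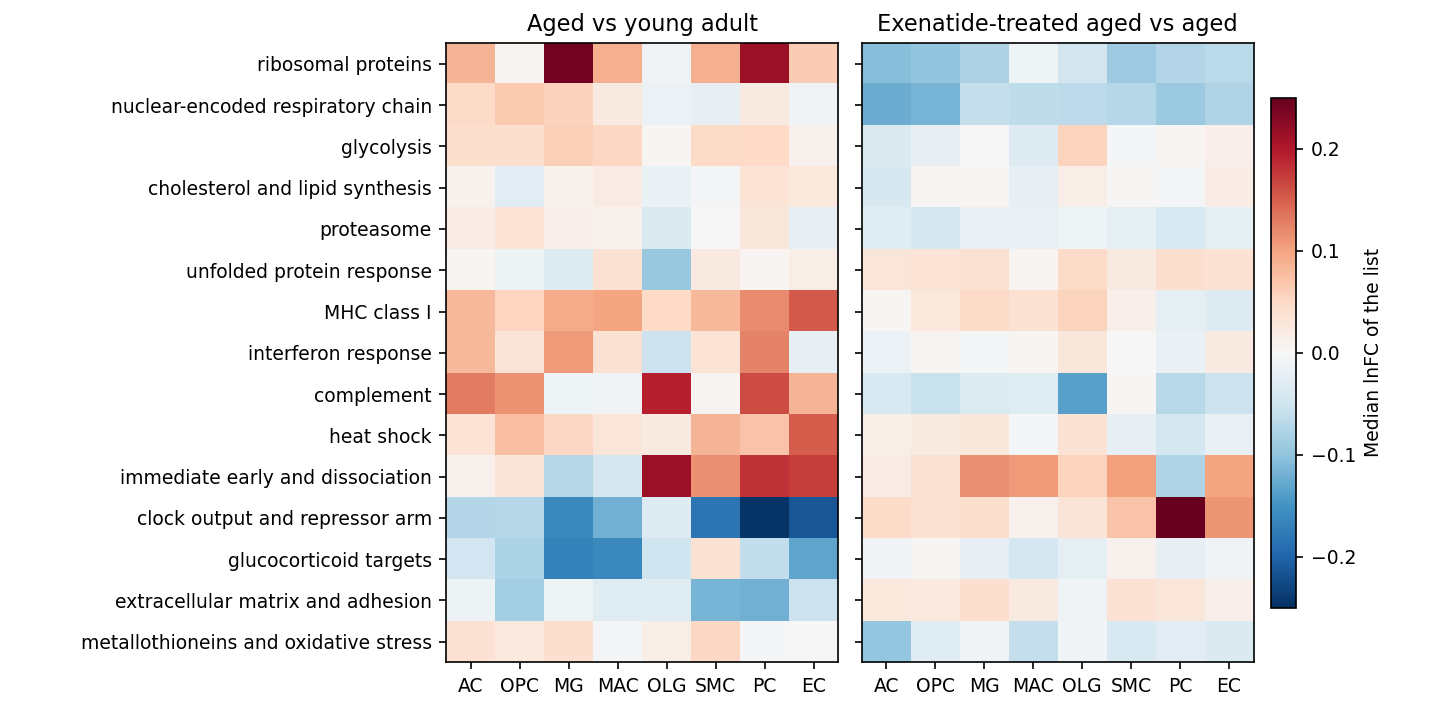
Median lnFC (color, natural log scale) of gene lists fixed in advance, by cell type, for aged against young adult (left) and exenatide-treated aged against aged (right). Nuclear-encoded respiratory chain genes are lower after treatment in all 8 types, and MHC class I genes are higher with age in all 8 types.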

We also noted cell type-specific changes by pathway analysis and examining the expression changes of selected genes with significant functional roles. 

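C4b, a complement component made by reactive AC, had the largest age-related ratio among the immune genes drawn in Fig. 2b, at 35.8 CPM in the young adult and 130 CPM in the aged AC, a 3.62-fold difference (3.41 to 3.85). The antigen presentation genes H2-D1, H2-K1 and B2m were 1.81-fold (1.71 to 1.92), 1.39-fold (1.34 to 1.44) and 1.42-fold as high, and Tap2, a peptide transporter, did not differ at this depth, with a ratio of 1.00 (0.924 to 1.09). Of the homeostatic genes, the potassium channel genes Kcnj10 and Kcnn2 were 0.697-fold (0.671 to 0.724) and 0.635-fold as high in the aged group (0.614 to 0.657). The glutamate transporter Slc1a2 was 0.979-fold as high (0.973 to 0.985), and Gja1, the main astrocyte gap junction gene, 0.836-fold (0.824 to 0.848). The 18 homeostatic genes of Fig. 2b had a median lnFC of -0.07 and all 18 were lower, and the 8 immune genes one of 0.13. The study selected the genes of both lists for a figure of these same samples and does not state whether their values played a part, so they are not taken as independent evidence of direction. On lists fixed in advance, 31 genes of astrocyte homeostasis had a median lnFC of -0.07, at percentile 0.0 of the random lists, and 7 detected genes of reactive AC one of 0.11. Both lists share genes with Fig. 2b, such as Slc7a11 and H2-D1, so these medians are not independent of its selection either. Of 25 interferon response genes 4 were detected, with a median lnFC of 0.08, and among them Ifi27, at 123 and 271 CPM, alone differed by at least 0.1.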

In aged brain ACs, upregulation of immune response-related genes and downregulation of homeostatic function-related genes occur (Fig. 2b) (also see ref. ^17^). 

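After exenatide, the C1qa, C1qb and C1qc transcripts in AC were 0.720-fold (0.682 to 0.760), 0.789-fold (0.749 to 0.831) and 0.791-fold (0.740 to 0.845) as high as in the aged group. These neighbouring genes on chromosome 4 (from 136880129 for C1qb to 136898803 for C1qa) encode the subunits of complement C1q, which MG and MAC make. C1qa stood at 75.7, 123 and 88.5 CPM in AC, against 11335 CPM in aged MG. EC, PC and SMC, which should lack C1q, showed the same course, with C1qa at 58.1, 102 and 70.5 CPM in EC and at 121, 254 and 148 CPM in SMC. A UMI of C1qa was present in 26.6% of aged AC at a median of 3810 UMIs and in 29.4% of aged EC at a median of 4512.5 UMIs, so the share in AC is at the level of background. The other immune genes of Fig. 2b did not share a direction after exenatide. C4b was 1.08-fold (1.03 to 1.14), H2-K1 1.03-fold (0.992 to 1.07) and Tap2 1.35-fold as high (1.24 to 1.47), while B2m was 0.882-fold as high (0.830 to 0.937). Homeostatic genes were mostly higher, among them Slc6a11, a GABA transporter (1.21-fold, 1.18 to 1.23), Gabbr2, a GABA receptor subunit (1.46-fold, 1.37 to 1.55), and Srebf1, a regulator of lipid synthesis (1.28-fold). AC cluster 3, which has Slc6a11 among its leading genes, held 32.0%, 25.4% and 33.9% of AC in the young adult, aged and exenatide-treated aged group. With each cluster at equal shares in the groups the treatment lnFC of Slc6a11 was 0.05, against 0.17, so this difference lies mostly in the shift of clusters. Of the 6 genes of synaptic modification 4 were higher and 2 lower, with a median lnFC of 0.03 that was not past the rule for lists. Among them Sparcl1, a synapse-promoting protein, was 1.18-fold (1.17 to 1.19) and Mertk, a phagocytic receptor, 1.16-fold as high. Slc1a3 and the gap junction gene Gjb6 were 0.989-fold (0.980 to 0.998) and 0.979-fold as high (0.960 to 0.999). With equal cluster shares the treatment lnFC of Slc1a3 turned from -0.02 to 0.02, and that of Gjb6 was -0.06. The 18 homeostatic genes had a median treatment lnFC of 0.09 and the 31 genes of the list fixed in advance one of 0.07, which were 0.07 and 0.05 with equal cluster shares. These lists share genes.

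**Figure D4:**
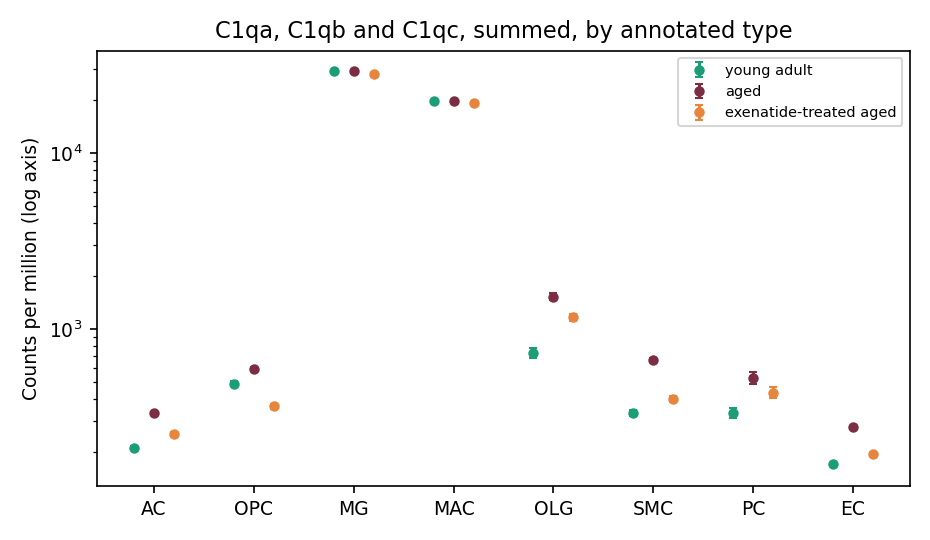
CPM (log axis) of C1qa, C1qb and C1qc together, by cell type and group, with exact Poisson 95% intervals of the counts. In AC the sum is 210 CPM in the young adult, 330 in the aged and 252 in the exenatide-treated aged group, and the types that should lack C1q show the same order, except OPC, where the lowest value is after exenatide.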

In our dataset, the ACs from the exenatide-treated aged mice appeared to partially revert to a younger phenotype, with downregulation of several complement component 1q genes (Fig. 2b), and upregulation of subsets of genes encoding synaptic modification-related proteins, metabolite receptors and transporters, neurotransmitter receptors and ion channels (Fig. 2b).

**Fig. 2:**
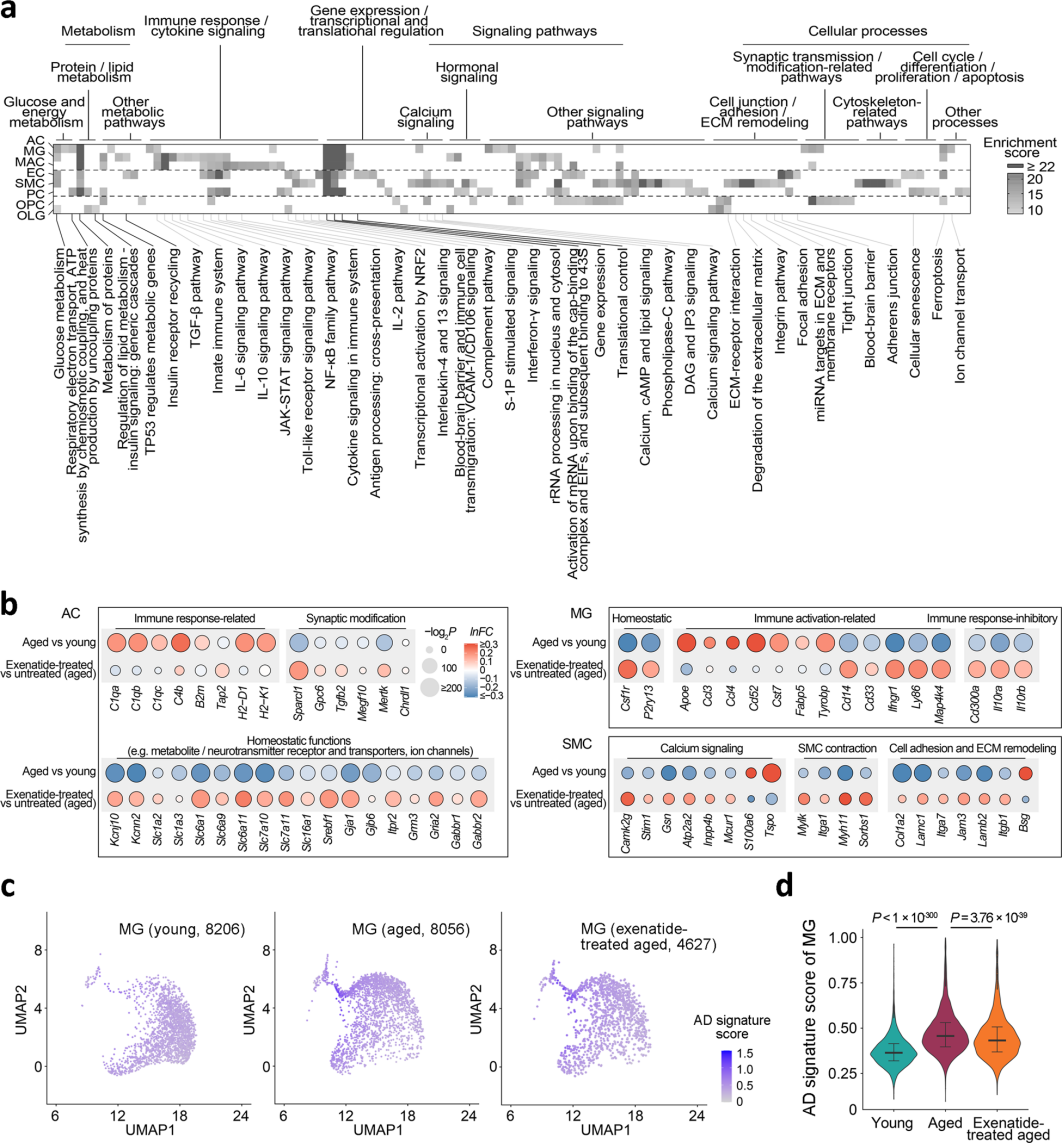
Functional pathway analysis of the GLP-1RA treatment-reversed age-related transcriptomic changes. **a** Pathways with significant enrichment among the most prominent age-related expression changes reversed by exenatide treatment in the different cell types. **b** Dot plots of expression changes of selected functionally important genes in AC, MG, and SMC, in aging and post-exenatide treatment. **c** UMAP visualization and **d** violin plots of AD signature scores in the MGs from young adult, aged and exenatide-treated aged mouse brains. Numbers in brackets in **c**: cell numbers for the respective groups in the dataset. Horizontal lines in **d** represent medians (young adult, 0.36; aged, 0.46; exenatide-treated aged: 0.43), 25th and 75th percentiles. Comparison of Alzheimer’s disease (AD) signature scores in the MGs among the three groups: *P* = 2.2 × 10^−16^, Kruskal–Wallis test; the *P*-values of pairwise comparisons by post hoc Dunn’s test are shown in **d**. Cell type abbreviations: same as in Fig. 1. See Supplementary Data 1 for source data underlying **a** and **b**.

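MHC class I genes were higher in the aged group in MG, MAC and EC, and after exenatide they were lower in EC and higher again in MG and MAC. In MG the median lnFC of MHC class I genes was 0.09 with age and 0.05 after exenatide, led by H2-D1, at 540, 1189 and 1280 CPM. In MAC the medians were 0.10 and 0.04, and H2-D1 had lnFC of 0.24 and 0.13. In EC they were 0.15 and -0.03, with H2-K1, another class I heavy chain, 1.85-fold as high with age (1.82 to 1.87) and 0.922-fold after exenatide (0.911 to 0.934). Cd74, the MHC class II chaperone, stood in MAC at 222, 465 and 360 CPM and in MG at 600, 1422 and 1657 CPM. The authors' cluster 25 within MG was led by class II genes and by the monocyte markers Plac8 and Ccr2 and held 1.77%, 4.46% and 4.60% of MG. Without it the age lnFC of Cd74 in MG was 0.28, against 0.77 with it. Interferon response genes had medians of 0.11 and -0.003 in MG, 0.04 and 0.005 in MAC and -0.02 and 0.02 in EC. With each of the authors' clusters at equal shares in the groups, their medians in MG were 0.05 and 0.001. In MAC, the interferon-induced genes Ifi27 and Ifitm3 had age lnFC of 0.24 and 0.25 and treatment lnFC of -0.15 and -0.13. For the list of cytokine and NF-kB genes the medians were 0.03 and 0.02 in MG, and Ccl4, a macrophage chemokine, was opposed there, at 908, 1441 and 1149 CPM.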

Immune response and cytokine signaling-related genes were especially prominent among DEGs reversed in MG and MAC, followed by EC (Fig. 2a). Indeed, previous studies reported that MGs in the aging and AD brain exhibit pro-inflammatory phenotypes^1,18–20^. A subset of MGs in AD mouse models are characterized by a disease-associated microglia (DAM) state, whose transcriptomic signature also increases in aging^1,20^. 

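Of the 12 activation genes drawn for MG in Fig. 2b, 7 were higher and 5 lower in the aged than in the young adult group, and after exenatide 7 were lower and 5 higher. Apoe, the lipid carrier, stood at 2040, 6854 and 5661 CPM in the young adult, aged and exenatide-treated aged MG, and Cst7, a cathepsin inhibitor of DAM, at 10.8, 74.4 and 54.9 CPM. Tyrobp, a signaling adaptor, was 1.30-fold as high with age (1.28 to 1.31) and 0.880-fold after exenatide (0.872 to 0.889), and the surface protein gene Cd52 was 1.87-fold (1.83 to 1.91) and 0.871-fold as high (0.854 to 0.889). Lyz2, which the figure does not show, was not opposed, at 435, 1681 and 1736 CPM. The homeostatic receptor genes Csf1r and P2ry13 were 0.628-fold (0.621 to 0.634) and 0.684-fold as high with age (0.670 to 0.700) and 1.26-fold (1.25 to 1.28) and 1.16-fold as high after exenatide (1.13 to 1.19). Il10ra, a receptor of the inhibitory cytokine IL-10, was 0.605-fold (0.584 to 0.628) and 1.29-fold as high (1.24 to 1.34). All 17 of the MG genes in that figure were opposed, and they are not taken as independent evidence of direction because the study selected them, by functional importance, for a figure of these same samples. On lists fixed in advance, 20 homeostatic genes had median lnFC of -0.26 and 0.06, and 34 detected DAM genes of 0.17 and -0.005. Genes of the figure were not removed from these lists, so their medians are not independent of its selection. A score per cell over the DAM list had a median of 0.454 in the young adult, 0.555 in the aged and 0.555 in the exenatide-treated aged MG, with a treatment difference of -0.0001, which was -0.013 at equal depth and -0.0074 between mean scores. The authors' clusters divided MG by group, with cluster 5 holding 8.93%, 36.01% and 19.4% of them and cluster 18, led by Spp1, Cst7 and Lpl, 1.60%, 17.3% and 13.01%, so MG were compared as a whole. With each cluster at equal shares in the groups, the age and treatment lnFC of Apoe were -0.14 and -0.03, against 1.02 and -0.17, and the medians of the homeostatic list -0.09 and 0.006, so these differences lie mostly in the shift of clusters, which are themselves drawn from expression. Tyrobp (0.16 and -0.12) and Csf1r (-0.29 and 0.17) stayed opposed. The medians of the DAM list became 0.06 and 0.003 with equal shares. The DAM genes together took 3.499%, 5.02% and 4.83% of the UMIs of MG. The list was written for this purpose because the paper's text does not give the 100 genes of its score.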

After exenatide treatment, apart from the reversed expression changes of several microglial activation-associated genes similar to what we previously reported^10^ (Fig. 2b), we noted that the MGs also showed an upregulation of multiple homeostatic function-related and immune response inhibitory genes (Fig. 2b), and decreased AD-associated MG signature^1,20^ scores (Fig. 2c, d). In SMC, we found post-treatment reversal of expression changes involving important functional processes associated with age-related vascular stiffening, such as calcium signaling, extracellular matrix (ECM) remodelling and contractile pathways (Fig. 2a, b).

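Most of the contractile and calcium-handling genes of SMC drawn in Fig. 2b were lower with age and higher after exenatide. Myh11, the smooth muscle myosin heavy chain, stood at 3636, 2688 and 3500 CPM, and Atp2a2, the calcium pump of the sarcoplasmic reticulum, at 700, 537 and 655 CPM. Camk2g, a calcium-dependent kinase, was 0.790-fold as high with age (0.743 to 0.839) and 1.45-fold after exenatide (1.37 to 1.55). S100a6, a calcium-binding protein, and Tspo, a mitochondrial membrane protein, went the other way, at 2.27-fold (2.13 to 2.43) and 2.49-fold (2.35 to 2.65) with age and 0.602-fold (0.563 to 0.644) and 0.747-fold (0.708 to 0.789) after exenatide. Of the ECM genes, the laminin Lamc1 was 0.493-fold (0.444 to 0.547) and 1.40-fold as high (1.24 to 1.57) and the collagen Col1a2 0.420-fold (0.377 to 0.467) and 1.34-fold as high (1.18 to 1.51). Bsg, an inducer of matrix proteases, was 1.76-fold (1.71 to 1.81) and 0.737-fold as high (0.716 to 0.758). Sparc, at 1427, 642 and 645 CPM, stayed low. All 19 SMC genes of Fig. 2b were opposed, but the figure shows genes that the study selected, so this is not taken as independent evidence of direction. Over the wider lists fixed in advance, the median lnFC was -0.12 and 0.04 for ECM and adhesion, -0.07 and 0.05 for calcium handling, and -0.02 and 0.008 for contraction. Genes of the figure were not removed from these lists either, so their medians are not independent of its selection. Within SMC, the authors' cluster 19 (568 cells) had the PC markers Vtn, Rgs5, Higd1b and Ndufa4l2 among its leading genes. It also held all 10 SMC markers and all 6 venous SMC markers at 50 CPM or more, so it is not taken as PC. Genes of pericyte identity were also lower with age in SMC, with a median lnFC of -0.10 (10 of 13 lower), and their median after exenatide, 0.04, was short of the rule for lists, as was contraction in both comparisons. Without cluster 19 their medians were -0.08 and -0.001, against -0.11 and 0.03 for ECM and adhesion and -0.07 and 0.04 for calcium handling.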

### Consistency of the transcriptomic aging reversal effects across cell subtypes and datasets

As we found prominent transcriptomic reversal effects in ACs (Fig. 1c, d), whose molecular phenotypes vary across brain regions^21^, we asked if the age-related transcriptomic alterations and the GLP-1RA treatment effect in ACs may exhibit regional specificity. 

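The deposited annotation does not carry the subtype names, so the 4 clusters of the authors that make up AC were used. Lhx2, a transcription factor of telencephalic AC, stood at 325 CPM in cluster 1, 373 in cluster 2 and 24.7 in cluster 3. Itih3, which encodes a hyaluronan-binding protein and marks non-telencephalic AC, stood at 169, 144 and 1284 CPM, and Slc6a9, a glycine transporter, at 30.0, 24.5 and 312 CPM. Clusters 1 (6007 cells) and 2 (5746 cells) thus carried the telencephalic markers and cluster 3 (5318 cells) the non-telencephalic ones. Cluster 2 had the most Gfap, the intermediate filament of fibrous AC, at 538 CPM against 69.9 in cluster 1. Cluster 34 (519 cells) was led by Crym, Prss56 and Six3 and held 270 CPM of Lhx2 and 111 CPM of Itih3.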

We identified four main regional AC subtype clusters, namely telencephalic AC clusters 1 and 2 (ACTE1 and ACTE2, respectively), and non-telencephalic AC clusters 1 and 2 (ACNT1 and ACNT2, respectively), using the expression patterns of known regional AC marker genes^21^ (Supplementary Fig. 3a, b). Despite differences in their molecular characteristics (Supplementary Fig. 3a, b), the AC subtypes shared highly consistent age-related differential expressions (Supplementary Fig. 4a). The expression changes induced by exenatide treatment were generally even more consistent in the AC subtypes (Supplementary Fig. 4a). Consequently, the transcriptomic reversal effect of exenatide on the aging-associated expression changes was well conserved across all four regional AC subtypes examined (Supplementary Fig. 4b). 

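Dbi was higher with age and lower after exenatide in the telencephalic and the non-telencephalic clusters of AC, with lnFC of 0.33 and -0.29 in cluster 1, 0.22 and -0.28 in cluster 2 and 0.35 and -0.28 in cluster 3. C4b was higher with age in clusters 1, 2 and 3, at 3.72-fold (3.02 to 4.61), 3.68-fold and 4.45-fold (3.91 to 5.07), and was not lower after exenatide, at 1.18-fold, 1.13-fold and 1.12-fold. Gfap had an age ratio of 2.01 in cluster 3 (1.81 to 2.24) and 1.23 in cluster 1 (1.11 to 1.37). Over the genes past the size rule in either cluster of a pair, the age lnFC of clusters 1 and 2 had the same sign in 99.1% of 432 genes, with a slope of 0.88, and the treatment lnFC in 100.0% of 519 genes, with a slope of 0.93. For clusters 1 and 3 the shares were 96.4% with age and 99.0% after treatment, and for clusters 3 and 34 they were 87.7% and 89.7%. Opposite signs between the 2 comparisons were found for 80.8% of genes in cluster 1, 82.5% in cluster 2, 85.9% in cluster 3 and 81.3% in cluster 34, with slopes of -0.53, -0.58, -0.47 and -0.55. With the aged cells divided, the share in cluster 34, which has 212 aged cells, was 62.8%. Random deals were made for AC as a whole, where they reached 82.9%, and not for its clusters. The cluster shares are therefore not set against chance. All clusters come from the same 3 libraries, so a difference between libraries would be shared among them. From the agreement between subtypes the paper concludes that the reversal is conserved across AC regions.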

We also performed similar analysis on the mural cell subtypes that segregate along the arteriovenous axis^22^ (Supplementary Fig. 5a, b). 

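In the deposited annotation mural cells form 3 groups, which are SMC of cluster 15, SMC of cluster 19 and PC of cluster 19. Acta2, the smooth muscle actin of arterial SMC, stood at 21346 CPM in SMC of cluster 15, 6997 in SMC of cluster 19 and 37.5 in PC. Kcnj8, a potassium channel gene of pericytes and venous SMC, stood at 5.96, 371 and 2065 CPM, and Vtn, which encodes vitronectin, at 541, 8027 and 26989 CPM. The subtype names of the paper were not used here. The Pearson correlation of the age lnFC, over the genes past the size rule in either group of a pair, was 0.705 for SMC of clusters 15 and 19, 0.529 for SMC of cluster 15 and PC, and 0.762 for SMC of cluster 19 and PC. For the treatment lnFC it was 0.720, 0.668 and 0.639. These genes are not independent replicates. Opposite signs between the age-stratified and the treatment-stratified comparison were found for 77.5% of 733 genes in SMC of cluster 15 and 80.8% of 1157 genes in SMC of cluster 19, with slopes of -0.37 and -0.44. With the aged cells divided the slopes were -0.33 and -0.26. Random deals were made for SMC as a whole, where the share reached 80.5%, and not for its clusters.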

Pairwise comparison of the differential expressions likewise revealed shared age-related expression changes and reversal by GLP-1RA treatment in all four mural cell subtypes (Supplementary Fig. 6a, b), despite their intrinsic transcriptomic differences (Supplementary Fig. 5a, b).

Finally, to test the robustness of the results, we verified that most of the top reversed age-related DEGs (i.e., those included in the pathway enrichment analysis) in EC, MG, and SMC had opposite directions of change in aging and after GLP-1RA treatment, with additional experiment comparing exenatide-treated aged mice to their vehicle-treated counterparts (Supplementary Fig. 7a, b). In addition, we also obtained qualitatively similar results on the genome-wide reversal of aging-associated differential expressions for several major brain cell types, including AC, OPC, MG, MAC, SMC, and EC (Supplementary Fig. 7c), based on an independent dataset from our prior study^10^.

## Conclusions

In conclusion, we demonstrated that a generalized reversal of functionally relevant transcriptomic changes at the genome-wide level in multiple glial and vascular cell types in the aged brain is pharmacologically achievable with GLP-1R agonism. Further studies are required to assay the molecular and functional changes in neuronal circuits and glial cells with GLP-1R agonism in the aged brain. For example, while DAM is associated with neuropathology development in an AD mouse model^20^, it remains incompletely understood what the functional significance of DAM-like MGs are in the aged brain. It has been shown that microglial depletion and repopulation in the aged mouse brain confers cognitive benefits^23^. Based on our results, we propose that the DAM-like MGs may be age-primed MGs with weakened homeostatic functions that are partially restored by GLP-1RA treatment—a hypothesis to be further tested.

In all, we speculate that the profound pleiotropic effects of GLP-1RA on brain aging may depend on a combination of central and peripheral mechanisms. Centrally in the brain, subsets of GLP-1R-expressing neurons and glial cells may be directly targeted by GLP-1RA^9,24^. Peripherally, GLP-1RA-mediated improvement in metabolic profiles or immunomodulation may impact the glial and neurovascular cells, as they are responsive to compositions of the circulation^25^ and interact with peripheral immune cells^26^. Clarifying these possibilities will require systematic studies involving knockout or knockdown of GLP-1R in the respective putative target cell types (e.g., neuron, MG). The knowledge will also instruct further developments of small-molecule GLP-1RAs^27–29^, which may need to cross the BBB to act on the cell type target(s) necessary to attain any centrally mediated anti-brain aging effects.

## Methods

### Animal subjects

All experimental procedures were approved in advance by the Animal Research Ethical Committee of CUHK, and were carried out in accordance with the Guide for the Care and Use of Laboratory Animals. C57BL/6J mice were provided by the Laboratory Animal Service Center of CUHK and maintained at controlled temperature (22–23 °C) with an alternating 12-h light/dark cycle with free access to standard mouse diet and water. The ambient humidity was maintained at <70 % relative humidity. Male mice of two age groups (2–3 months old and 18–20 months old) were used for experiments. For the treatment groups, exenatide (5 nmol/kg bw, Byetta, AstraZeneca LP) or saline vehicle (0.9% w/v sodium chloride) was intraperitoneally (I.P.) administered (volume: 250 μl per 30 g bw) daily starting at 17–18 months old for 4–5 weeks prior to transcriptomic profiling experiments.

### Single-cell dissociation and RNA sequencing

Results reported in the study consisted of three datasets. The main results presented in all figures except Supplementary Fig. 7a, c were based on a dataset with young adult, aged and exenatide-treated aged mouse groups with cDNA library constructed using the 10× Chromium Single Cell 3′ Reagent Kits v3 (10× Genomics, USA) (hereafter referred to as the v3 kit-based dataset) (three mice per experimental group, one experimental batch). The second dataset with exenatide-treated and vehicle-treated aged mouse groups (hereafter referred to as the vehicle-controlled dataset) presented in Supplementary Fig. 7a, b was based on the 10× Chromium Single Cell 3′ Reagent Kits v2 (10× Genomics, USA) (three mice per experimental group, 1 experimental batch). The third dataset presented in Supplementary Fig. 7c was reported in our previous study^10^ (with each batch consisting of young adult, aged, and exenatide-treated aged mouse groups, five mice per experimental group, three experimental batches, hereafter referred to as the v2 kit-based dataset).

For the v3 kit-based and vehicle-controlled datasets, identical brain tissue digestion, cell dissociation and single-cell RNA sequencing protocols were adopted as our previous study^10^. Mice were deeply anaesthetized and perfused transcardially with 20 ml of ice-cold phosphate buffered saline (PBS). Mice were then rapidly decapitated, and whole brains (except cerebellum) were immersed in ice-cold Dulbecco’s modified Eagle’s medium (DMEM, Thermo Fisher Scientific, USA). The brain tissues were cut into small pieces and dissociated into single cells using a modified version of the Neural Tissue Dissociation Kit (P) (130-092-628, Miltenyi Biotec, USA). Myelin debris was removed using the Myelin Removal kit II (130-096-733, Miltenyi Biotec, USA). Cell clumps were removed by serial filtration through pre-wetted 70-μm (#352350, Falcon, USA) and 40-μm (#352340, Falcon, USA) nylon cell strainers. Centrifugation was performed at 300×*g* for 5 min at 4 °C. The final cell pellets were resuspended in 500–1000 μl FACS buffer (DMEM without phenol red (Thermo Fisher Scientific, USA), supplemented with 2% fetal bovine serum (Thermo Fisher Scientific, USA)). For the v3 kit-based dataset, the single-cell suspension directly proceeded to cDNA library construction, while for the vehicle-controlled dataset the single-cell suspension was kept at −80 °C overnight and then thawed for cDNA library construction.

Single-cell RNA sequencing libraries were generated using the Chromium Single Cell 3′ Reagent Kit v3 (for the v3 kit-based dataset) or v2 (for the vehicle-controlled dataset) (10× Genomics, USA). Briefly, single-cell suspension at a density of 500–1000 cells/μL in FACS buffer was added to real-time polymerase chain reaction (RT-PCR) master mix aiming for sampling of up to 8000 cells, and then loaded together with Single Cell 3′ gel beads and partitioning oil into a Single Cell 3′ Chip (10× Genomics, USA). RNA transcripts from single cells were uniquely barcoded and reverse-transcribed within droplets. cDNA molecules were preamplified and pooled, followed by library construction. All libraries were quantified by Qubit and RT-PCR on a LightCycler 96 System (Roche Life Science, Germany). The size profiles of the pre-amplified cDNA and sequencing libraries were examined by the Agilent High Sensitivity D5000 and High Sensitivity D1000 ScreenTape Systems (Agilent, USA), respectively. All single-cell libraries were sequenced with a customized paired-end with single indexing (26/8/98-bp) format. All single-cell libraries were sequenced on a NextSeq 500 system (Illumina, USA) using the NextSeq 500 High Output v2 Kit (Illumina, USA). The data were aligned in Cell Ranger (v3.0.0, 10× Genomics, USA). For the v3 kit-based dataset, the library sequencing saturation was on average 68.73%. Compared to the v2 kit-based dataset in our previous study^10^, the v3 kit-based dataset had much improved mRNA capture efficiency (median genes per cell: 2091, range: 505–5791), allowing more sensitive detection of differentially expressed genes (DEGs). For the vehicle-controlled dataset, the sequencing saturation was on average 84.1% (median genes per cell: 1229, range: 1175–1283).

### Data quality control, single-cell transcriptome clustering, and visualization

Data processing and visualization were performed using the Seurat package (v3.1.5)^30^ and custom scripts in R (v3.6.1). The raw count matrix was generated by default parameters (with the mm10 reference genome). For the v3 kit-based dataset, there were 106,902 cells in the primary count matrix. Genes expressed by fewer than five cells were removed, leaving 21,259 genes in total. Among these genes, 3000 high-variance genes were identified by the Seurat *FindVariableFeatures* function. The dataset was filtered to exclude low-quality cells by the following criteria: (1) <5% or >95% UMI count or gene count, or (2) proportion of mitochondrial genes >20%. Gene count normalization and high-variance gene identification were applied to the raw data of 78,490 cells retained for further analysis. The *SCTransform* function in the Seurat package was used for expression normalization by fitting the data to a negative binomial regression model. For dimensionality reduction, principal component analysis (PCA) was applied to compute the first 30 top principal components. Clustering was carried out by the Seurat functions *FindNeighbors* and *FindClusters*. Modularity optimization was then performed on the shared nearest neighbor graph results from *FindNeighbors* for clustering (resolution parameter: 1.4). We employed Uniform Manifold Approximation and Projection (UMAP)^31^, a manifold learning-based technique for dimensionality reduction, for the visualization of single-cell transcriptomes and clustering results. For the vehicle-controlled dataset, there were 6703 cells in the primary count matrix. Genes expressed by fewer than three cells were removed, leaving 16,684 genes in total. Subsequent data processing was identical to that performed for the v3 kit-based dataset.

### Cell type and subtype identification

To identify primary cell types, we employed known cell type-specific marker genes and examined their expression levels among all initial clusters included. We excluded clusters with high expression of two or more cell type-specific marker genes. These included clusters with high expression of both endothelial cell and pericyte markers in the v3 kit-based and the vehicle-controlled datasets, corresponding to contamination of pericytes by endothelial cell fragments^22,32,33^. For the v3 kit-based dataset, the remaining clusters were classified into primary cell types, whereby eight were analysed in this study (see Fig. 1 and Supplementary Fig. 1). Telencephalic and non-telencephalic AC subtypes were identified by unsupervised clustering of the AC transcriptomes (after expression normalization among ACs), followed by examining the expression patterns of regionally specific marker genes^21^ (see Supplementary Fig. 3). We did not analyze a relatively small number of midbrain astrocytes (i.e., small sample size compared to telencephalic and non-telencephalic astrocytes, whereby midbrain astrocytes constituted <1% of the total number of astrocytes sampled). To identify SMC subtypes, the *CellAssign* algorithm was employed^34^, using previously reported SMC subtype marker genes^22^ as prior (see Supplementary Fig. 5). For the vehicle-controlled dataset, three major cell types (EC, MG, and SMC) with sufficient cell numbers underwent further differential expression analysis.

### Differential expression analysis

The Seurat *FindMarkers* function and the MAST package (v1.8.2) were employed for the calculation of differentially expressed genes (DEGs) with associated false discovery rate (FDR)-adjusted *P*-value and magnitude of change expressed in natural log of fold change (*lnFC*) for each cell type or subtype. We define significant DEGs as those with FDR-adjusted *P*-value < 0.05.

### Transcriptomic reversal effect, pathway enrichment, and consistency of differential expressions analyses

For each cell type (or subtype) in the v3 kit-based or the v2 kit-based dataset^10^, the union of significant DEGs in either or both the aged versus young adult group, and the exenatide-treated versus untreated aged group comparisons were included for transcriptomic reversal analysis. Proportions of genes with opposite directionality of changes (i.e., reversed), linear regression analysis with slope of line of best fit, associated *r*^2^ and *P*-values were obtained.

For pathway enrichment analysis of the reversed DEGs of a given cell type using the v3 kit-based dataset, DEGs with fold changes ranking within top 500 in both age-stratified and treatment-stratified comparisons and opposite directionality of changes were included (i.e., top reversed DEGs). Pathways with significant enrichment were identified using the GeneAnalytics platform^35^. To examine the consistency of differential expressions across cell subtypes in the v3 kit-based dataset, for each pair of cell subtypes, the union of their significant DEGs in a given comparison (i.e., age-stratified or treatment-stratified) were included. Linear regression analysis was then carried out with slope of line of best fit, associated *r*^2^ and *P*-values obtained.

For the vehicle-controlled dataset, differential expressions with the associated *lnFC* and FDR-adjusted *P*-values were calculated for the top reversed DEGs (defined above), and plotted against the *lnFC* from the aged vs. young adult mouse group comparison in the v3 kit-based dataset.

### Calculation of Alzheimer’s disease (AD)-associated microglia signature scores

For each single MG transcriptome, the AD-associated MG signature score was calculated using the *AddModuleScore* function in the Seurat package, as the average normalized expression levels of top 100 upregulated genes in AD-associated MGs^20^ subtracted by the aggregated expression of control feature sets^1^.

### Statistics and reproducibility

For the v3 kit-based dataset, we used three mice per group (young adult, aged and exenatide-treated aged groups) for the scRNA-seq experiments. For the vehicle-controlled dataset, we used three mice per group (vehicle-treated and exenatide-treated aged groups) for the scRNA-seq experiments. The statistical tests were performed in R (v3.6.1) as indicated at the respective places in the main text. We confirmed reproducibility of the main findings with independent batches of experiments and datasets (see Supplementary Fig. 7).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Peer Review File

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Reporting Summary

## Data Availability

Source data underlying Figs. 1–2 are presented in Supplementary Data 1. The single-cell RNA sequencing data presented in the main figures has been deposited at the Broad Institute Single Cell Portal and are accessible at the following URL: [https://singlecell.broadinstitute.org/single_cell/study/SCP1182/glp1ra-brain-aging-reversal]. The dataset reported in our previous study (Zhao et al.) is accessible at the following URL: [https://singlecell.broadinstitute.org/single_cell/study/SCP829/aging-mouse-brain-kolab]. All other data are available from the corresponding authors upon reasonable request.

# Supplementary material for: Systemic GLP-1R agonist treatment reverses mouse glial and neurovascular cell transcriptomic aging signatures in a genome-wide manner
**Source:** Commun Biol. 2021 Jun 2;4:656. doi: 10.1038/s42003-021-02208-9
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**File name:** Supplementary Data 1

**Description:** Source data underlying the graphs and charts presented in the main figures.

How the deposited data were processed for this re-analysis (not part of the article)

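Single cells from the brains of young adult, aged and exenatide-treated aged mice were profiled with the 10x Chromium Single Cell 3′ chemistry. The cells carry 1 library label per group of 3 mice, and the number of 10x channels behind a label is not given. Per the authors' methods, reads were aligned and UMI counts per gene and cell were made with Cell Ranger 3.0.0 on mm10, and the deposited counts are raw and not scaled. The percent of mitochondrial UMIs of each cell was computed by the authors from those counts, as deposited, as the share on genes whose symbol starts with mt-. The authors removed cells with extreme numbers of UMIs or genes or with a high mitochondrial share, removed clusters that carried markers of several cell types, and clustered and named the cells with Seurat 3.1.5. Their cell types and cluster numbers were used as deposited. No doublet caller was run here. In 4 clusters the leading genes held more markers of another cell class than of their own class by a fixed marker list. In 2 further clusters of EC single genes led to that call. Results without these clusters were computed as an alternative. OLG cluster 36 held 0 markers of its own or another class among its leading genes and was kept.

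The groups held 153644948, 129140998 and 112676904 UMIs in the order young adult, aged and exenatide-treated aged. The median number of genes per cell was 2160, 1867 and 2271, and the median mitochondrial share 4.56%, 5.03% and 5.40%. The fewest cells of a type and group were the 113 young adult OLG, and the most were the 8206 young adult MG. In the matrix, 155 genes had no count. Intervals of counts are exact Poisson intervals, those of shares exact binomial (Clopper-Pearson) intervals, and those of CPM ratios exact conditional binomial intervals.

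The comparisons were aged against young adult, exenatide-treated aged against aged, and exenatide-treated aged against young adult, in each of 8 cell types. The share of genes with opposite signs and the least squares slope were computed over genes past the detection and size rules. Gene lists were written before the data were examined, and the median lnFC of a list was placed among 10000 random lists matched on mean expression in 20 bins. Genes drawn in Fig. 2b were not removed from the lists. These percentiles describe the list and are not tests. A list was called different at a percentile of at most 2.5 or at least 97.5 with a median of at least 0.03 in size, a rule chosen here. The score of DAM genes per cell was the mean scaled log count of the list minus that of control genes, 100 per gene, drawn from 24 expression bins.

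Genes named in the text were the genes drawn in Fig. 2b, the 5 highest and 5 lowest lnFC per type and comparison, the 10 opposed genes with the largest smaller lnFC per type, up to 4 members of each reported list, the mitochondrially encoded genes and the clock genes. Some of their values had been seen in a supplementary table of the paper. Some genes that these choices include are not reported here. Marker genes of cell types and clusters come from a list fixed in advance or are the leading genes of a cluster.

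In MAC, OLG and PC the aged cells were also split 20 times, with all counts and at equal depth, which was added after the results were seen. Counting error was simulated by drawing Poisson counts for groups with no difference. The effect of the shared aged library was measured by splitting the aged cells at random, and by dealing each gene's 3 group values at random to the groups, anew for each setting but the split and the paper's genes, which was added after the results were seen. In a test on simulated data, 200 genes per type changed 1.5-fold were recovered in direction in 100.0% of cases in every type, and 96.36% of intervals covered the true ratio. Alternatives covered the scaling, the detection and size rules, equal depth per cell (3012 UMIs, with 7026 shallower cells left out), centring, gene classes and cell markers. In types with several of the authors' clusters, group means were also computed with each cluster of 10 cells or more per group at its share over all groups, which was added after the results were seen. Transcript length and GC content were taken from GENCODE vM21, in 20 bins each. Analyses used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and Matplotlib 3.10.9.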

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

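The test of clock genes against the time of day, the 4 genes against which C1q was set in the test of free RNA, the repeated splits of the aged MAC, OLG and PC, the tests of GC content and of cluster shares and the random deals were chosen only after the results were seen.

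Genes that the paper does not discuss and that differed in the same direction in all 8 cell types were singled out as a signal outside its analysis, with the lnFC smallest in size over the types given here. Between the aged and the young adult group these were Dbp, a clock-driven transcription factor, at -0.27, and Ttr, the thyroid hormone carrier made in the choroid plexus, at 0.48. After exenatide the metallothionein gene Mt1 was lower by at least this lnFC in every type (-0.23), as were the peroxidase gene Prdx1 (-0.24) and the ribosomal protein genes Rpl35 (-0.20) and Rpl36 (-0.21). The mitochondrially encoded genes went both ways, with mt-Nd4l lower (-0.43) and mt-Co3 (0.25), mt-Nd2 (0.27) and mt-Nd3 (0.25) higher.

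Several of the authors' clusters carried leading genes of another cell class, which the text of the paper does not describe, while its supplementary figures of markers were not available. Among 10 leading genes, MG cluster 25 held 2 monocyte markers and OPC cluster 27 held 3 fibroblast markers. Likewise, OPC cluster 49 held 3 choroid plexus markers and SMC cluster 19 held 4 PC markers. SMC cluster 19 also held all 10 SMC markers at 50 CPM or more, with a median of 1733 CPM against 602 CPM for PC markers. It thus kept SMC identity, and the paper does describe mural subtypes along the arteriovenous axis. The cells annotated as OLG held 662 CPM of the transporter gene Slc47a1.

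The first pattern weighed is that treatment lnFC opposed age lnFC in every cell type. GC content is argued against because at most 0.0140 of the covariance of both lnFC over all detected genes lay between 20 bins of GC content in any type. A trend with transcript length, as the whole cause, is argued against because at most 0.338 of that covariance (in MG) lay between 20 bins of length. The slope kept a median of 0.866 of its size with that trend removed. It cannot decide this, because it holds when both lnFC shrink together. With the length trend removed, the shares of opposite signs in AC (81.3%), OPC (78.6%) and MG (76.4%) lay within their deals, so a part of the pattern may go with length. A shift in the shares of the authors' clusters within a type is argued against in AC, OPC, SMC and EC. There the slope kept at least 0.913 of its size with equal cluster shares. The lnFC did not shrink away there, since 534 genes in AC, 607 in OPC, 699 in SMC and 659 in EC were still past the size rule. In MG 462 genes were. In MG the slope cannot decide this, because it holds when both lnFC shrink together. With equal cluster shares in MG, the share of opposite signs was 78.6%, within its deals (up to 82.3%). The distance ratio in MG went from 0.842 to 0.925. Depth per cell is argued against in AC, OPC, MG, SMC and EC, where the slope kept at least 0.970 of its size with cells thinned to equal depth. In MAC, OLG and PC thinning left fewer aged cells (143 of 369 in PC) and so more shared counting error. There the aged cells were split 20 times between the comparisons, and the covariance of both lnFC over all detected genes was compared. In PC its smallest size after thinning was 0.957 of the largest before, which argues against depth. The mean slope over the splits in PC went the other way, from -0.33 to -0.27, with fewer aged cells. The mean share in PC went from 70.0% to 61.5%. The smallest covariance after thinning over the largest before was 0.677 in MAC and 0.362 in OLG. The mean covariance over the splits grew to 1.45 times its size in MAC and 1.14 times in OLG, and the mean slope went from -0.12 to -0.19 in MAC and from -0.11 to -0.08 in OLG. As single splits of these few cells spread so widely, depth and other sources cannot be told apart there. Counting error in the shared aged cells is argued against in AC, OPC, MG, SMC and EC, where the slope kept at least 0.877 of its size after the split. In MAC, OLG and PC the split also adds noise to each comparison. At the same number of aged cells, the mean slope over 20 splits was -0.30, -0.37 and -0.48 when both comparisons used the same cells and -0.12, -0.11 and -0.33 when they used different ones, so sharing the cells adds to the opposition there. The covariance, which noise that is not shared does not shift, kept at least 0.703 of its size in each split in PC, which argues against counting error as the whole cause. The lowest part it kept was -0.047 in MAC (mean 0.484) and 0.195 in OLG (mean 0.369), where counting error and other sources cannot be told apart because the aged cells are few. Simulated counting error gave a covariance of -0.000322 against -0.000971 observed in MAC and of -0.000686 against -0.00149 in OLG.

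Chance differences between 3 libraries, seen through the shared aged library, may account for the pattern in AC, OPC, MAC, OLG, SMC and EC, where the treated group stayed at 0.911 or more of the distance of the aged group from the young adult group. Without shared gene classes this ratio was 0.880 in OPC and 0.896 in SMC, below the bound of 0.9 set in favor of chance. In OPC the ratio lay below all 100 random deals (0.924 or more), and deals made anew for other settings gave the same without clusters 27 and 49 (0.938 against 0.941 or more) and at equal depth (0.901 against 0.934), but not with pooled counts (0.968 against 0.966), detection in 25% of cells (0.916 against 0.914) or the length trend removed (0.927 against 0.910). In AC the share of 83.8% lay above all deals (82.9% or less), as it did in 10 of 14 other settings with their own deals, among them pooled counts (81.5% against 76.4% or less) and equal depth (88.02% against 82.5%), where the ratio of 0.912 also lay below all deals (0.933 or more). It lay within them without shared gene classes (82.5%), with the length trend removed (81.3%), with genes chosen by age alone (84.6%) and with a size rule of 0.25 (78.9%). In SMC the ratio of 0.930 lay within its deals, but in 6 of 12 settings that change it, among them pooled counts (0.908 against 0.945 or more) and no detection rule (0.932 against 0.945), it lay below theirs, and the share lay above them with pooled counts (74.8%), a scale of 10000 (79.7%) and a size rule of 0.05 (77.2%). With pooled counts alone, the ratio also lay below its deals in EC (0.937 against 0.954 or more) and OLG (0.953 against 0.973 or more). In MAC it lay above them with pooled counts (1.13) and a scale of 10000 (1.09). The deals treat genes as independent, so such values do not exclude a chance difference of a library that many genes share. They also set the 3 groups equally far apart, so values within them do not exclude an effect of exenatide. In MG (0.842) and PC (0.825) this chance and an effect of exenatide cannot be told apart, because each group is 1 library. These ratios lay below all deals (0.918 and 0.938 or more), and at equal depth (0.799 and 0.767) they passed the bound of 0.8 set against chance, but a chance difference of the aged library alone would lower the ratio as well, so that bound cannot exclude it. In MG the ratio was 0.910 with the length trend removed and 0.925 with equal cluster shares, above the bound of 0.9 set in favor of chance, though below the deals made there (0.912 and 0.933 or more). All of this rests on these 3 libraries alone, in which the aged group had no vehicle. The paper reports that most top reversed genes of EC, MG and SMC were also opposed in a vehicle-controlled dataset. It reports qualitatively similar reversal in AC, OPC, MG, MAC, SMC and EC in its earlier dataset. Neither dataset was analysed here.

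The second pattern is the higher C1qa, C1qb and C1qc in aged AC. Free RNA of MG predicts that C1q keeps its proportion to other MG transcripts, and in aged AC the ratio of C1q to Ctss, Cx3cr1, P2ry12 and Csf1r was 1.04 times that in aged MG. C1q was also higher with age in EC (1.62-fold), PC (1.59-fold), SMC (2.00-fold) and OPC (1.21-fold). Free RNA may therefore account for the signal in AC. Synthesis of C1q by AC in aging, which the design would allow, was not tested apart from this.

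The third pattern is that clock genes differed between groups. A difference in the time of day at which the groups were killed predicts opposite signs for the output and the activator genes of the clock with age, and of 5 types with both lists measured 4 showed them. The median of the output list was below 0 with age in all 8 types, but in OLG (-0.031, with 4 genes higher and 6 lower) it lay at percentile 10.48 of the random lists. Age and time of day may each account for this and cannot be told apart, because the hour of each group is not given and 3 types lacked enough activator genes.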

How the results depend on the processing

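The settings that removed a length or GC trend, took the paper's genes, left out clusters led by other types, held cluster shares equal or took off counting error, and the split at equal depth, were chosen only after the results were seen, and the others before the data were examined.

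With 1 choice changed at a time, every share lay above 56.5% or at it and every slope was below 0. In OLG the mean share over 20 splits of the aged cells at equal depth, which changes both, was 54.0%. The distance ratio stayed on its side of 1 except in OLG, where pooled counts gave 0.953, and in EC, where leaving out clusters led by other types gave 1.00. The shares, slopes and distances all stayed within their interval or 1.5 times their size with a detection rule of 25% of cells, no detection rule, genes chosen by age alone, centring on the median, without shared gene classes, without markers of other types and with the GC trend removed. Where the cause is not stated below, the cause was not tested.

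With a size rule of 0.25 the shares were 78.9% in AC, 69.1% in MAC, 63.0% in OLG, 89.1% in SMC, 90.7% in PC, 78.4%, 81.0% and 86.4% in AC clusters 2, 3 and 34, and 86.3% and 83.2% in SMC clusters 15 and 19. A rule of 0.05 gave 81.6% in PC, 75.9% in AC cluster 34 and 76.3% in SMC cluster 19. At equal depth the shares were 88.02% in AC, 85.4% in MG, 76.5% in MAC and 88.8% in PC. Pooled counts gave 76.1% in OPC, 67.4% in MAC, 69.2% in OLG, 74.8% in SMC and 75.4% in PC. With the aged cells split, which removes the shared counting error and leaves fewer aged cells to each comparison, the shares were 60.0% in MAC, 56.5% in OLG, 74.3% in SMC, 70.7% in PC, 62.8% in AC cluster 34, 74.2% in SMC cluster 15 and 62.5% in SMC cluster 19, with slopes of -0.13 in MAC, -0.11 in OLG, -0.29 in AC cluster 34 and -0.26 in SMC cluster 19. Taking out the length trend gave 78.6% in OPC, 76.4% in MG and 82.2% in PC. Holding the shares of the authors' clusters equal in the groups gave 78.6% in MG and 76.5% in EC. These shares lay within the deals made there, which reached 82.3% and 80.3%. Among other genes, equal cluster shares turned the age lnFC of Apoe in MG from 1.02 to -0.14. In AC they turned the treatment lnFC of Slc1a3 (0.02), Slc6a9 (-0.006), H2-D1 (-0.004) and Chrdl1 (0.002). Over the paper's genes the shares were 80.3% in MAC and 70.4% in OLG, with a slope of -0.18 in OLG.

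The difference of the DAM score in microglia between exenatide-treated aged and aged was -0.0045 on a scale of 10000, -0.013 at equal depth, -0.0021 without Apoe, -0.0039 without MHC class I, -0.0074 as a mean, -0.0015 without clusters led by other types and -0.038 as pooled counts, and the pooled difference between aged and young adult was 0.36.

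Apod, Ptgds and Spp1 are among the leading genes of OPC cluster 27, and Enpp2 among those of cluster 49. In OPC without these clusters, directions with age turned around for the medians of pericyte identity (0.010) and fibroblasts (0.00090). They also did so for Apod (0.0092), Col1a1 (0.00094), Col1a2 (0.0012), Enpp2 (-0.024), Igfbp2 (0.13), Itih5 (0.016), Olfml3 (0.0096) and Ptgds (0.27). The same held for Rarres2 (0.0028), Serping1 (0.0016), Sparc (0.015), Spp1 (0.010), Trf (0.016) and Vtn (0.020). After treatment, directions turned around for pericyte identity (-0.0033), Ptgds (-0.20) and Vtn (-0.0017). At equal depth the medians of myelin and oligodendrocyte genes in MAC (-0.0080) and fibroblasts in SMC (-0.034) with age and of the clock activator arm in PC after treatment (0.018) turned around.

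Among single genes and lists called different, none changed direction on a scale of 10000, with pooled counts or after centring, and over all single genes and lists 1048 values differed in size with pooled counts, 530 on a scale of 10000, 255 at equal depth, 143 after centring and 123 without clusters led by other types. Removing the length trend, run on the respiratory chain and ribosomal protein lists, turned none around among those called different and moved 14 of 32 medians. The small numbers of MAC, OLG, PC and cells of AC cluster 34 limit what their values can show. Alternatives that need the mouse or the channel of each cell were not run, since the files name neither, and another clustering resolution was not run because the authors' clusters were used. No paired analysis was possible because each group is 1 library of different mice.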

Differences from the paper's values

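The setting over the paper's own genes was chosen only after the values were seen. The paper tested its genes with cells taken as replicates, and no such test was run here, so the numbers of genes it called are not repeated.

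The deposited matrix holds fewer cells than the 78490 and more genes than the 21259 that the paper states. It also holds 17590 AC where Fig. 1a shows about 16000. The paper left out clusters with markers of several cell types after it retained the 78490 cells. Its median (2091), lowest (505) and highest (5791) genes per cell equal those of the matrix. Whether the values compared here rest on the same cells is thus not known. Shares of opposite signs are set here beside the paper's, read by eye from Fig. 1d. They were 83.8% against about 89% in AC, 81.8% against 90% in OPC and 82.3% against 84% in MG. In MAC they were 72.9% against 83%, in SMC 79.6% against 88% and in EC 73.2% against 76%. OLG had 73.3% against 73%. PC went the other way, at 84.6% against 76%, and had the highest share here. The slope in OLG was -0.28, and the paper's is about -0.18 in Fig. 1d, read by eye. A slope was taken to differ when it was more than 1.5 times as steep or as shallow as the paper's. Of the alternatives set before the data were examined, a size rule of 0.25 (-0.19) and genes chosen by age alone (-0.25) do not differ from the paper's slope by this rule. The size rule of 0.05 (-0.30), the split of the aged cells (-0.11), pooled counts (-0.35), a scale of 10000 (-0.32), equal depth (-0.32), detection in 25% of cells (-0.27), no detection rule (-0.28), no shared gene classes (-0.28), centring (-0.28) and no markers of other types (-0.28) do. Over the 71 genes listed for OLG in the paper's table, a set chosen after seeing the values that drops none of them, the slope was -0.18.

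The paper states that a microglial signature of Alzheimer's disease was lower after exenatide. Over the DAM list, which is not the paper's list, the difference of median scores was -0.0001, and it was -0.013 at equal depth and -0.0074 between mean scores, while the share of UMIs on these genes was 5.02% in the aged and 4.83% in the treated MG. The paper reports fewer differing genes against young adult for treated than for untreated aged cells in all types but OLG. By size alone, with an lnFC of at least 0.1 and no test, this held in 6 of 8 types, since MAC had 510 genes after treatment and 428 without it and OLG 779 and 775.

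In Fig. 2b, all 17 genes of MG and all 19 genes of SMC had opposite signs here, as did 26 of the 32 genes of AC. For AC the figure's colors show Slc1a3 and Gjb6 as slightly higher after exenatide, where the lnFC here was -0.02 and -0.03, and Megf10 as slightly lower with age and higher after exenatide, where it was 0.01 and -0.02. It shows H2-D1 as slightly lower after exenatide, where it was 0.004. With equal cluster shares the treatment lnFC of Slc1a3 (0.02) and H2-D1 (-0.004) had the figure's direction. Gjb6 (-0.06 after exenatide) and Megf10 (0.01 and -0.02) still did not. The other direction given for these genes, lower Slc1a3 and Gjb6 and higher H2-D1 with age, was the same here, at -0.08, -0.10 and 0.14.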

Other observations

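Immediate early genes, which respond to stimulation and to tissue dissociation, differed between cell types. Their median lnFC with age was 0.17 in EC, 0.18 in PC, 0.11 in SMC and 0.22 in OLG and -0.07 in MG, and after exenatide it was 0.10 in EC, -0.08 in PC, 0.10 in SMC, 0.06 in OLG, 0.11 in MG and 0.11 in MAC. Heat shock genes were higher with age in EC, SMC, OPC and MG, with medians of 0.15, 0.08, 0.08 and 0.05. In the other types they were short of the rule for lists. Fkbp5, a target of glucocorticoid signaling, stood in MG at 167 CPM in the young adult, 39.2 in the aged and 41.6 in the exenatide-treated aged group, and glucocorticoid targets had a median lnFC with age of -0.17 in MG, -0.16 in MAC and -0.13 in EC, but of 0.04 in SMC. Exenatide did not oppose the lower values, with medians of -0.02 in MG, -0.04 in MAC and -0.01 in EC.

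Metallothioneins and genes of oxidative stress were lower after exenatide in AC, with a median lnFC of -0.10, and Mt1 stood in AC at 8593, 6876 and 4132 CPM. The list was also past the rule for lists in MAC (-0.06), SMC (-0.04), EC (-0.04) and OPC (-0.03). In PC (-0.03), MG (-0.01) and OLG (-0.006) it was not. Cirbp, an RNA-binding protein induced by cold, was higher with age in PC (lnFC 0.33) and SMC (0.27) and lower after exenatide (-0.13 and -0.16). Genes of the BBB in EC had medians of -0.11 with age and 0.07 after exenatide. Cebpb stood in MG at 200.5, 51.5 and 116 CPM.

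Hbb-bs, a gene of red blood cells, differed between libraries in types that do not make it. In MG it stood at 19.6, 165 and 48.1 CPM and in SMC at 10.6, 68.3 and 520.2 CPM.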
